A study of Mus musculus with 4 samples.

How the data were processed

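RNA sequencing of brain septal tissue was compared between mice without the T cell receptor beta chain (TCRb-/-) and wild-type (WT) mice. Per the labels, all mice were held in a plastic restraining cone for 30 min on 3 days and were killed 1.5 h after the last session. There were 4 libraries, 2 per genotype, and each library was made from the pooled tissue of 4 to 5 mice. A replicate in the text is therefore a pool of animals and not a single animal. The labels assign 1 library of each genotype to experiment 1 and 1 to experiment 2.

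Per the labels' protocols, tissue was homogenised with a glass homogeniser, nuclei and debris were spun down, detergent was added, and RNA was taken from the cleared lysate. Libraries were made with the SMARTer ultra-low-input kit and sequenced on an Illumina HiSeq instrument, per the labels' protocols. The aligner, the read counter, the genome build, the annotation and the rule by which rows were kept are not given in the sources used here.

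Per the file headers, each deposited file held 1 library with a gene symbol and a value per row. The deposited values were on a log2 scale. The values showed that each was the log2 of CPM (the read count scaled to a common library total), with 0.5 added to the read count and 1 to the library total. Solving for the total gave whole read counts for 100% of the values within a tolerance of 0.001 reads, and the totals themselves came out within 0.0082 reads of a whole number. No scaling beyond the library total was visible in the values. Each file listed the same 15426 rows, of which 17 were ERCC spike-in RNAs, which are synthetic transcripts added to a sample in known amounts. The spike-in rows were left out of all tests. Of the gene rows, 12 shared a symbol with another row, and 6 symbols were on 2 rows each. Every row had at least 10 reads in its highest library and at least 0.447 CPM in its second-highest, so that genes below those levels were not listed.

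Library totals were 24585868 and 19988137 reads for TCRb-/- replicates 1 and 2, and 26210790 and 22358674 reads for WT replicates 1 and 2. A count of 0 allowed up to 3 reads per library, which was between 0.114 and 0.150 CPM. Confidence intervals of single counts were exact Clopper-Pearson intervals at 95%. Amplified reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

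For the tests, the recovered reads were expressed as CPM of the library total and transformed to log2(CPM + 1), which understates the change of low genes. Genes with a mean of at least 1 CPM over the 4 libraries were kept, which left 13912 genes. Genotypes were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. Genotype was the only term, and experiments were compared in the same way. Gene lists were tested with camera at a preset correlation between genes of 0.01, two-sided, adjusted over the lists tested. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

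There were 18 gene lists, 5 for the questions of the study and 13 technical ones for neighbouring brain regions, other cell types, blood and sex. Tac1 was on both the striatum and the neuropeptide list, Crhr2 and Drd3 were on both the septum and the neuropeptide list, and no other gene was on more than 1 list. The lists, the tests and the rule for naming genes were fixed before the data were examined. The rule named Trbc1 and Trbc2. It also named the 5 genes with the highest and the 5 with the lowest log2 fold change among genes past the threshold and changed in the same direction in both experiments. Where fewer passed, the places were filled by the smallest unadjusted p in that direction among genes whose TCRb-/- libraries both lay beyond both WT libraries, described as not past the threshold. Fos, Arc, Egr1, Npas4, Nr4a1, Fkbp5, Sgk1, Tsc22d3, Cd3e, Cd4, Sst, Nts and Penk were named whatever their values, and members of a technical list were named in technical checks. Genes given with values outside that rule, members of the question lists among them, were chosen after their values were seen.

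The replicate number is the experiment in the labels, so the numbers pair the samples. Deviations from the genotype mean correlated at 0.72 between same-numbered libraries, across genes, and the first principal component, with 76.7% of the variance, separated the experiments. The fit with the experiment as a block was planned as an alternative. As a check for a library deposited more than once, the reads of the replicates were compared, with a chi-square per degree of freedom of 53.0 for TCRb-/- and 30.7 for WT. That check covers counting error only and measures no biological spread.

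The other alternatives were pseudocounts of 0.1 and 5, no filter, a filter at 10 CPM, median-of-ratios scaling, quantile normalization, moderation without a trend, fry and camera with an estimated correlation, and leaving out each library in turn. Fits with voom weights on the recovered reads, and the block combined with other alternatives, were chosen after seeing the data. A planned count-model test was not run, and the recovered reads were analysed with voom weights instead.

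Positions were looked up by symbol in the GENCODE M21 annotation of GRCm38, where 15297 of 15409 gene rows (99.3%) were found, 308 of them under an older symbol. That build may differ from the one the authors used. For GC content and length, the longest transcript of each symbol was used, which gave a value for 97.5% of the genes tested.

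The steps were tested on simulated data in 10 runs with 200 genes changed by genotype, over 13853 genes on average. The genotype fit without the block recovered 7.93% of 2-fold and 73.1% of 4-fold changes with 0 false calls. With the block it recovered 93.0% and 100% with 10.5 false calls per run on average. Noise was drawn independently for each gene, at the variance that the fit with the block expects for its mean level. Genes that vary together or more than expected, and tissue differences between the pools of an experiment, were not simulated. The rates are therefore not the power of either fit in these data.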

Results

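The transcriptome of brain septal tissue was measured in 4 libraries from restraint-stressed mice, 2 from TCRb-/- mice, which lack the beta chain of the T cell receptor, and 2 from WT mice. Each genotype had 1 library in each of 2 experiments. The libraries held between 19988137 and 26210790 reads, and the 15426 listed rows took between 97.6% and 97.8% of them. The 10 most abundant genes took between 3.48% and 3.74% of the reads. With 2 libraries per genotype, an exact permutation test of a single value cannot give a p below 0.333, so tests rest on models fitted across all genes.

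The targeted gene was examined first as a check of the genotype labels. Trbc2 encodes a constant segment of the T cell receptor beta chain and lies on chromosome 6 from 41546730 to 41548352 in GRCm38, annotated as a T cell receptor constant gene. It had 0 reads in both TCRb-/- libraries, which allows up to 0.122 and 0.150 CPM. The WT libraries had 169 and 86 Trbc2 reads, or 6.45 CPM (exact 95% interval 5.51 to 7.50) and 3.85 CPM (3.08 to 4.75). The WT mean was 5.15 ± 1.84 CPM (SD, n = 2), which is 37.8-fold above the mean of the TCRb-/- floors. That ratio leaves out the spread of the WT values and is no strict bound. The exact 95% intervals of the 0 reads reach 0.150 and 0.185 CPM in TCRb-/- replicates 1 and 2. The fitted log2 fold change of Trbc2 was -2.59 (SE 0.28), with an adjusted p of 1.00 in limma without the experiment as a block and 0.0323 with it. Trbc1 and Cd3e were not among the listed rows and were not analysed here.

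The main comparison asked which genes differed between TCRb-/- and WT septal tissue after stress. At the adjusted threshold, limma called 0 of 13912 genes. At an unadjusted p under 0.05 there were 43 genes (0.309%), 28 higher and 15 lower in TCRb-/-. With the experiment as a block, 784 genes (5.64%) had an unadjusted p under 0.05 and 2 passed the adjusted threshold. Both had an adjusted p of 0.0323. They were Trbc2, lower in TCRb-/-, and Ttr, higher, the latter named after its values were seen. Ttr, which encodes transthyretin, had 1204 and 4478 CPM in TCRb-/- replicates 1 and 2 against 638 and 2591 CPM in WT, a log2 difference of 0.85. It also differed between experiments by 1.96 (adjusted p 0.00800 in limma). The alternative that moved the count most was leaving out TCRb-/- replicate 1, which gave 47 calls, 44 of them lower in TCRb-/-.

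No gene passed the threshold in the fit without the block. The named genes other than Trbc2 are therefore those with the smallest unadjusted p in that fit, among genes whose genotypes did not overlap. None of them is past the threshold in limma with or without the block. That ranking leaves out the pairing by experiment. With the block, Igfbp2 (unadjusted limma p 2.96e-05) and Ndn (4.46e-05) had a smaller p than any of these genes other than Arf5 (4.10e-05). Igfbp2 and Ndn were higher in TCRb-/-, were chosen after their values were seen, and did not pass the adjusted threshold. Higher in TCRb-/- were Gypc (3.66 ± 0.0581 against 1.85 ± 0.142 CPM, SD, n = 2 each), Tmem132c (11.0 ± 1.04 against 6.85 ± 0.681), Ntf3 (6.58 ± 0.959 against 3.79 ± 0.361), Cachd1 (22.8 ± 0.987 against 16.7 ± 0.110) and Man1b1 (54.4 ± 12.0 against 36.8 ± 0.213). Their log2 differences ran from 0.43 to 0.71. Lower in TCRb-/- were Arf5 (221 ± 9.52 against 324 ± 26.1 CPM), Gm13016 (1.02 ± 0.104 against 2.51 ± 0.311), Ide (21.4 ± 2.13 against 31.9 ± 0.838) and Bves (0.732 ± 0.115 against 1.82 ± 0.233), with differences from -0.79 to -0.55. Arf5 lies on chromosome 6 within 20 Mb of Trbc2, so flanking DNA of another strain was not excluded for it.

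The genes fixed beforehand for stress and neuronal activity did not pass the threshold in either fit. Fos had 41.1 ± 12.2 CPM in TCRb-/- and 45.2 ± 5.13 in WT (SD, n = 2 each), Arc 119 ± 37.3 and 112 ± 7.13, Egr1 305 ± 99.4 and 348 ± 66.8, Npas4 3.37 ± 3.35 and 1.59 ± 0.725, and Nr4a1 38.3 ± 14.4 and 51.2 ± 6.32. Among glucocorticoid-induced genes, Fkbp5 had 74.0 ± 21.1 and 60.7 ± 7.86 CPM, Sgk1 384 ± 10.7 and 409 ± 5.51, and Tsc22d3 407 ± 2.31 and 367 ± 35.0. Each SD is between libraries of different experiments and so includes the difference between experiments. Fos, Arc, Egr1, Npas4 and Fkbp5 were called between experiments in limma (adjusted p from 0.0152 to 0.04998). By genotype, Fos, Arc and Npas4 changed sign between experiments. Npas4 had 5.74 CPM in TCRb-/- against 2.10 in WT in experiment 1, and 1.00 against 1.07 in experiment 2. Egr1, Nr4a1 and Sgk1 were lower in TCRb-/- in both, and Fkbp5 and Tsc22d3 higher in both. Of the septal neuropeptides, Sst had 182 ± 20.03 and 186 ± 24.5 CPM, and Nts 65.8 ± 6.37 and 66.6 ± 14.0. Penk had 1241 and 325 CPM in TCRb-/- replicates 1 and 2 and 1121 and 806 CPM in WT. Cd4 had 85.0 and 6.70 CPM against 68.5 and 37.5 CPM. Penk and Cd4 were thus lowest in TCRb-/- replicate 2, the library in which 16 of 16 striatum genes were also lowest.

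**Figure D1:**
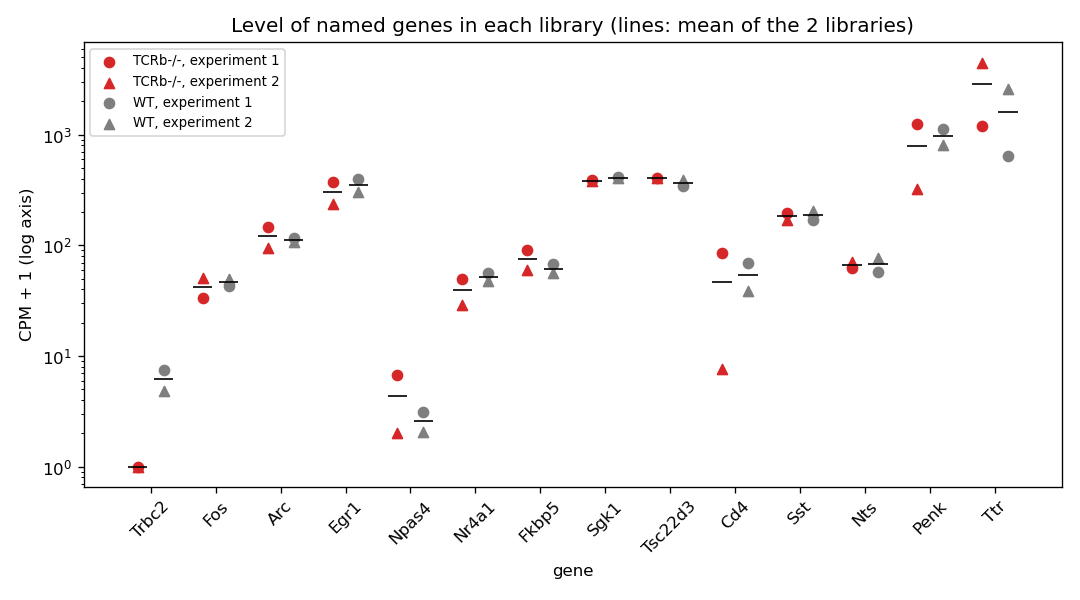
Level of named genes in each library as CPM + 1 on a log axis, with circles for experiment 1, triangles for experiment 2, and lines for the mean of the 2 libraries of a genotype. Trbc2 is at 0 CPM in both TCRb-/- libraries, and Ttr, Penk and Cd4, among others, differ more between experiments than between genotypes.

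The comparison of the 2 experiments gave the background for the genotype difference. Between experiments, limma called 3292 of 13912 genes (23.7%), 1245 higher and 2047 lower in experiment 2. The share of higher calls was 37.8%, and it was 50.6% of 3227 calls under quantile normalization. Across 13568 genes with a transcript length, the difference between experiments correlated with length at a Spearman rho of -0.447, longer genes being lower in experiment 2. The alternative that moved the count most was the block combined with moderation without a trend, which gave 0 calls. Without a trend and without the block there were 629. Leaving out TCRb-/- replicate 1, TCRb-/- replicate 2 or WT replicate 1 gave 1406, 1823 and 1637 calls. The SD of the log2 difference over genes was 0.43 between the TCRb-/- libraries and 0.33 between the WT libraries, against 0.20 and 0.23 between genotypes within experiments 1 and 2.

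The genotype difference was then compared between experiments, which share no library. Across genes, which are not independent replicates, the log2 differences of experiments 1 and 2 correlated with a Pearson r of 0.0614 and a Spearman rho of 0.0485, and 51.6% of genes had the same sign. The change from experiment 1 to 2 correlated at 0.719 between TCRb-/- and WT.

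**Figure D2:**
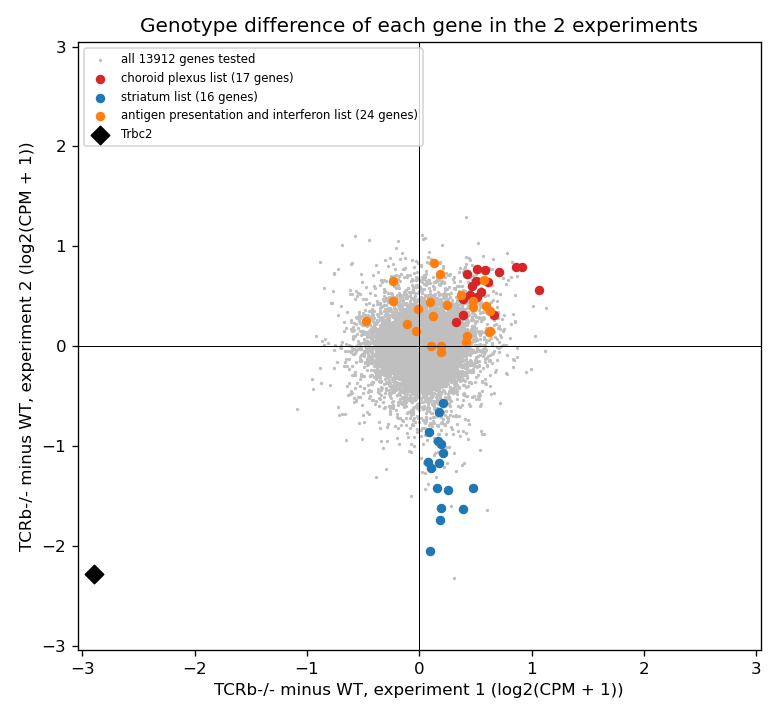
Difference between TCRb-/- and WT on the log2(CPM + 1) scale in experiment 1 (x axis) and experiment 2 (y axis), 1 point per gene, for 13912 genes. The 17 choroid plexus genes are above 0 in both experiments, the 16 striatum genes are above 0 in experiment 1 and below 0 in experiment 2, and Trbc2 lies apart from the other genes.

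Of the 5 question lists, camera called 2 in the genotype comparison. The antigen presentation and interferon list (24 genes tested) had a median log2 difference of 0.27, higher in TCRb-/-, with 17 genes higher and 0 lower in both experiments (camera adjusted p 7.86e-10). Its adjusted p was 0.770 under fry and 0.543 with an estimated correlation, and 0.0800 in camera without TCRb-/- replicate 2, where the median was 0.12. The T cell list (7 genes tested) had a median of -0.20 and a mean of -0.52 (camera adjusted p 0.00822). Trbc2 is the lowest of the 7, so the median is the same with Trbc2 at its bound. Without Trbc2 the other 6 genes had a median of -0.11 and an unadjusted camera p of 0.377. The activity-induced list (35 genes) had a median of -0.04 (adjusted p 0.264), the glucocorticoid-induced list (22 genes) 0.07 (0.0547), and the neuropeptide and receptor list (31 genes) -0.01 (0.902). Adjusted over the list alone, 1 gene of the T cell list passed in limma, and 0 of each other question list, with or without the block.

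Of the 12 technical lists tested, camera called 6. Choroid plexus genes (17 tested) had a median of 0.57, with 17 of 17 higher in TCRb-/- in both experiments (adjusted p 5.26e-07). Striatum genes (16) had a median of -0.52 (adjusted p 4.03e-04), at 0.18 in experiment 1 and -1.19 in experiment 2. Thalamus genes (14) had medians of -0.17 and 0.73 in experiments 1 and 2 (adjusted p 0.00822). Ependymal genes (10) had a median of 0.24 (adjusted p 7.79e-05), astrocyte genes (14) 0.10 (0.0118) and Y-linked genes (4) -0.15 (0.0352). With the experiment as a block, camera called the cortex and hippocampus list as well (median -0.05, adjusted p 0.01003) and no longer the Y-linked genes (0.0533). Not called by camera in either fit were septum (median -0.09), oligodendrocyte (0.03), microglia (0.01), endothelial (0.10) and meningeal fibroblast genes (0.10). The blood list had 2 listed genes of 12 and was not tested. Under fry, and with an estimated correlation, 0 of 17 lists passed with or without the block. Without the block, 0 lists had an unadjusted p under 0.05 in either test. With the block, 2 had one under fry, choroid plexus (0.00663) and T cell (0.0494), and 1 with an estimated correlation. Adjusted over the list alone, 17 of 17 choroid plexus genes passed in limma with the block, as did 4 septum genes, 2 cortex and hippocampus genes, and 1 gene each of the thalamus, astrocyte and meningeal fibroblast lists. Without the block, 0 genes of each technical list passed.

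**Figure D3:**
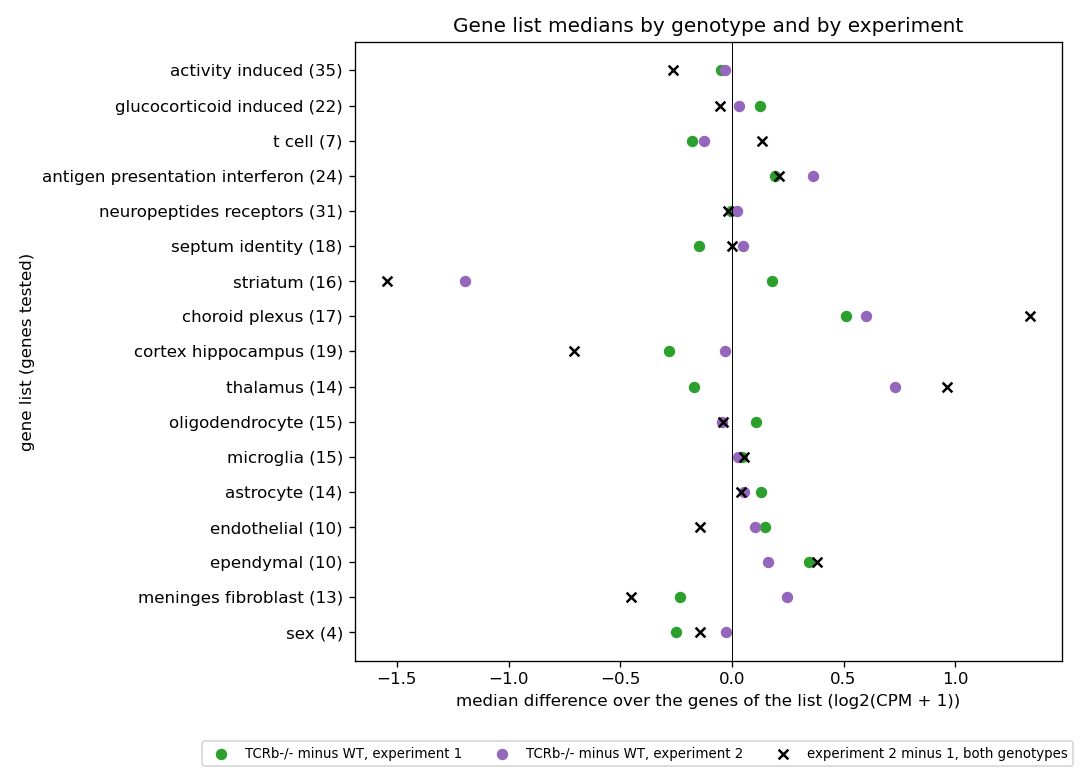
Median log2(CPM + 1) difference of each gene list, with circles for TCRb-/- minus WT in each experiment and crosses for experiment 2 minus experiment 1. The choroid plexus list lies at 0.51 and 0.60 by genotype and 1.33 between experiments, and the striatum list at 0.18, -1.19 and -1.54.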

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

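The alternatives with voom weights and those that combine the block with another setting were chosen after seeing the data. Leaving aside the omission of single libraries, 654 of 711 values under an alternative were kept. Kept means the same direction and side of the threshold or, for counts, within a set ratio of the main count. No named gene was near the threshold without the block, so the tally says little about them. With single libraries left out, 31 of 172 values changed direction. The planned count-model tests were not run. Trbc2, Gypc, Tmem132c, Ntf3, Gm13016, Bves and Npas4 have means under 10 CPM and so have no value under the stricter filter.

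The count of genes changed by genotype was 0 without the block under every pseudocount, filter, scaling and moderation tried, and with voom weights. With the replicate block it was 2 (Trbc2 and Ttr), as it was with voom weights, a pseudocount of 0.1 or quantile normalization added to the block. It was 1 (Trbc2) with the block and no filter, and 0 with the block and a pseudocount of 5, a filter at 10 CPM or no trend. Trbc2 went past the threshold at log2 differences of -2.59 with the replicate block, -2.59 with the block and no filter, -5.67 with the block and a pseudocount of 0.1, -2.39 with the block and quantile normalization, and -7.80 with the block and voom weights. Its size follows from the offset added to 0 reads and is no bound. Ttr had adjusted p-values from 0.0122 to 0.804 over the alternatives with the block. The block changed no other gene's call.

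The count between experiments was 629 without a trend and 0 with the block and no trend, and between 2876 and 3538 under the other alternatives with all libraries. The cause was not tested. Of the 3437 calls with the block, 3143 were among the 3292.

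The T cell list lost its call without a filter (median -0.015, with or without the block), under fry (-0.20) and with an estimated correlation (-0.20). The antigen presentation and interferon list lost it under fry (0.27) and with an estimated correlation (0.27). The glucocorticoid-induced list gained a call under quantile normalization (0.079), and the activity-induced list with the block and a filter at 10 CPM (-0.089). The count of called lists fell from 8 to 0 under fry and to 0 with an estimated correlation. Why these lists moved was not tested. Nts, near 0 in every fit with all libraries, changed sign under quantile normalization with and without the block (0.0012). The agreement between experiments changed sign with crossed pairing (-0.684), which sets the difference between experiments against itself by construction.

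Leaving out 1 library leaves 1 sample in a genotype, assumed to vary like the other genotype, and unbalances the experiments, so values move with the difference between experiments by construction. Ranges were 0 to 47 genes by genotype, with 47 without TCRb-/- replicate 1 and 1 (Trbc2) without TCRb-/- replicate 2, and 1406 to 3390 genes between experiments. Trbc2 ranged from -2.90 to -2.28. Called lists ranged from 3 to 8, with 3 without TCRb-/- replicate 2 and 4 without WT replicate 1. Medians ranged from -0.23 to 0.10 for activity-induced, from 0.01 to 0.14 for glucocorticoid-induced, from -0.23 to -0.084 for T cell, from 0.12 to 0.36 for antigen presentation and interferon, and from -0.16 to 0.10 for neuropeptide and receptor genes. The T cell list lost its call without WT replicate 2 (adjusted p 0.104), the antigen presentation and interferon list lost it without TCRb-/- replicate 2 (0.0800), and the activity-induced list gained one without TCRb-/- replicate 1 (0.00495). Among technical lists the medians ranged from -0.11 to 0.025 for septum, from -1.64 to 0.57 for striatum, from -0.091 to 1.24 for choroid plexus, from -0.47 to 0.26 for cortex and hippocampus, from -0.41 to 0.98 for thalamus, from -0.018 to 0.063 for microglia, from -0.14 to 0.27 for meningeal fibroblast and from -0.26 to 0.0041 for Y-linked genes. Among named genes that changed sign, Fos ranged from -0.46 to 0.14, Arc from -0.26 to 0.38, Egr1 from -0.55 to 0.12, Npas4 from -0.34 to 1.41, Fkbp5 from -0.034 to 0.55, Cd4 from -2.75 to 0.73, Sst from -0.16 to 0.10, Nts from -0.22 to 0.21, Penk from -1.55 to 0.38 and Ttr from -0.16 to 1.86. Cd4 and Penk passed the threshold without TCRb-/- replicate 1 (adjusted p 7.42e-05 and 0.00138 in limma), where TCRb-/- replicate 2 stands alone.

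Depth limits the lowest genes, since 1 read is worth between 0.0382 and 0.05 CPM.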

Other observations

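The tests of explanations in this part were chosen after the patterns had been seen. Quantile normalization, used here for the tests of scaling, had been planned as an alternative, and the gene lists had been fixed before the data were examined.

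Choroid plexus genes were higher in TCRb-/- in both experiments, 17 of 17, with a median of 0.57, and Ttr and Enpp2 were the most abundant (Enpp2 at 769 and 2028 CPM in TCRb-/- replicates 1 and 2, 554 and 1336 CPM in WT). Scaling is argued against by the median of 0.54 under quantile normalization, and a trend on GC content and transcript length by the median of 0.55 after its removal. More choroid plexus tissue in the TCRb-/- pools cannot be told apart from a genotype difference in the choroid plexus itself. The count of 17 of 17 is the pattern and speaks for neither. The same list rose by 1.33 between experiments in a comparison with both genotypes on each side.

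The genes that differed between experiments may reflect in part where the tissue was cut and in part a length-dependent difference between libraries. The median of the choroid plexus list lay 2.04 (log2) above that of the cortex and hippocampus list in experiment 2 relative to experiment 1. Thinning all libraries to 19988137 reads gave 3130 calls of 13920 genes tested, 3043 of them among the 3292 calls at full depth, which argues against depth. The difference between experiments correlated with transcript length at a Spearman rho of -0.447 and with GC content at 0.0226, across 13568 genes. The genotype difference correlated with GC content at 0.236 and with length at -0.143 across the same genes. After a trend on both was removed from each library, calls over those genes fell from 3179 to 2171, close to the limit set for this test, and 1722 genes were called before and after. With genotype as a block they fell from 3314 to 2574. The trend thus bears on many of the calls. It is argued against as the whole cause by the calls left and by the contrast of the same lists, which was 2.05 after removal. Whether the length trend came from RNA quality, library preparation or tissue was not tested. No biological explanation was tested, since the labels give none for the experiments.

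Striatum genes moved in opposite directions in the experiments, with medians of 0.18 and -1.19, and all 16 had opposite signs. The difference between those medians was -1.34 under quantile normalization, so scaling is argued against. Of the 16 genes, 16 were lowest in TCRb-/- replicate 2, which follows largely from the pattern itself. The list also had a median of -1.54 between experiments, with both genotypes on each side, and 16 of 16 genes were called in limma. The listed genes were lower in WT replicate 2 than in WT replicate 1 too (Drd1 at 81.3 and 146 CPM). Their level thus differed between pools of 1 genotype. The thalamus list moved the other way, with medians of -0.17 and 0.73 in experiments 1 and 2. Less striatal tissue in TCRb-/- replicate 2 cannot be told apart from a genotype effect present in 1 experiment alone, which was not tested. Tac1, on this list, is also on the neuropeptide and receptor list.

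Antigen presentation and interferon genes were mostly higher in TCRb-/-. A trend on GC content and length is argued against by a median of 0.28 after its removal. Whether choroid plexus tissue brought these genes cannot be told apart from other causes. Given their rise of 0.21 between experiments and the ratio of 0.43 between the genotype and experiment differences of choroid plexus genes, 20 of 24 lay above the prediction, and a rise of 0.62 would have been needed. That goes against choroid plexus tissue as the whole source, but other differences between the experiments were not separated from choroid plexus tissue and could have offset such a rise. A genotype effect stays open, and many of these genes had few reads (Isg15 between 1.02 and 1.75 CPM, Usp18 between 0.649 and 1.55 CPM).

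In the fit with the block, genes near Trbc2 on chromosome 6 had an unadjusted p under 0.05 more often than others. The first window tried, 20 Mb to either side, held 21 of 187 genes (11.2%) against 5.56% elsewhere (Fisher's exact test, two-sided p 0.00220), and 1 of 59 runs of 187 neighbouring genes on other chromosomes had as many. Arf5, named above, had the smallest unadjusted p of that window other than Trbc2 (4.10e-05 in limma with the block). Windows of 5, 10 and 40 Mb were then tried, each with and without choroid plexus genes, 8 tests in all. Within 5 Mb there was 1 of 37 genes (2.70%, p 0.722), within 10 Mb 8 of 93 (8.60%, p 0.251) and within 40 Mb 26 of 283 (9.19%, p 0.0129). Adjusted over the 8 tests, p was 0.0176 for 20 Mb, 0.0344 for 40 Mb and 0.722 for 5 Mb. Flanking DNA of another strain could give such an excess, but it should be clearest next to the locus, where none was seen among few genes, so it cannot be told apart from chance clustering or neighbouring genes that vary together. For the same genes, the sex of the pools was looked at. Y-linked genes were read at similar levels in all 4 libraries, with Ddx3y at 52.1 and 57.3 CPM in TCRb-/- replicates 1 and 2 and 59.1 and 59.3 CPM in WT, which argues against a pool of females alone. A smaller difference in the share of males cannot be told apart from other causes. Of 4 Y-linked genes, 3 were lower in TCRb-/- in both experiments, with medians of -0.25 and -0.02, and Xist was not among the rows analysed here.

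Whether T cells gave the Trbc2 reads in WT cannot be told apart from other sources. Trac averaged 1.30 CPM in WT, against 5.15 for Trbc2, and 0.860 CPM in TCRb-/-. Trac and Lck were lower in TCRb-/- in both experiments, whereas Zap70 was higher (5.05 against 3.42 CPM), and the read counts of Trac were between 14 and 36.

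The genotype difference agreed little between experiments. Counting noise of low genes is argued against by an r of -0.0290 across genes over 200 CPM. Tissue differences between the pools cannot be told apart from an absent genotype effect. Leaving out the genes called between experiments gave an r of 0.0848, but whether tissue differences remain among the other genes was not tested.

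The rows of the deposited tables may be sorted by a paired comparison of genotypes. Row order correlated by rank at 0.999 with the p of voom with the experiment as a block, at 0.920 without the block, and at 0.0763 with the p of the experiments.

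Spike-in RNAs made up 194 and 160 CPM in TCRb-/- replicates 1 and 2 and 244 and 175 CPM in WT. They were lower in TCRb-/- by log2 differences of -0.33 and -0.13 in experiments 1 and 2.

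Below the filter lay 1497 gene rows, and 387 (25.9%) had genotypes that did not overlap. Among the genes tested the share was 17.8%. Chance gives 33.3% for exchangeable libraries, and less here, where libraries pair by experiment. Among them, chosen after their values were seen for their ratios, Gm15989 had 47 and 16 reads in TCRb-/- and 1 and 0 in WT, a ratio of 68.6 (exact 95% interval 11.9 to 2754). Cybb had 12 and 9 reads against 1 and 0, a ratio of 22.9 (3.68 to 946). Gm19719 had 1 and 4 against 20 and 23, a ratio of 0.127 (0.0392 to 0.319). The intervals cover counting error only and are not adjusted for the number of rows looked at. Gm15989 is annotated as a processed pseudogene and Gm19719 as antisense, so reads shared with other genes were not excluded.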
